A study of Mus musculus with 9 samples.

How the data were processed

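Poly(A) RNA of liver pieces from 9 C57BL/6J mice was sequenced in bulk. Per the labels' protocols, all mice were injected at 17 months of age and the liver was harvested 3 weeks later. The labels place 4 libraries in a control group (a guide RNA against Rosa26) and 5 in a group given a guide RNA against Ccnd1. They name no batch, harvest time or sex. The columns of the deposited table name a guide target and an animal but no replicate number, so each was matched to its group only. The letters A to D (sgRosa26) and E to I (sgCcnd1) are used here as names for the libraries, in column order.

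The deposited table holds a never-negative expression signal, which its name calls normalized counts, for 27179 Entrez genes. Of these, 1319 have no symbol and 7657 are at 0 in all 9 libraries. The genome build, annotation, aligner, counting method, use of strand and normalization tool are not stated per the labels or per the file headers. No coordinates are therefore given, and reads of paralogs or overlapping genes could have been shared or split between them. In each library, 100% of the values were whole multiples of a single number, the value of 1 read, so the deposited signal equals read counts divided by 1 size factor per library. The size factors recovered in this way had a ratio of 1 to the median-of-ratios size factors that DESeq2 computes from the recovered reads.

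From the deposited values, log2(normalized count + 1) was computed for the 12993 genes with a mean of at least 10 normalized counts over the 9 libraries. Fold changes are on this scale, which understates changes of low genes. The test between groups was limma (version 3.58.1 in R 4.3.3) with lmFit and eBayes with an intensity trend, two-sided, without covariates. Its p-values were adjusted over all genes tested by the Benjamini-Hochberg method, with a threshold of 0.05. Gene sets, 11 in number, were tested with the directional rotation test fry of limma, two-sided and adjusted over the 11 sets. The effect given for a set is the mean log2 fold change of its members tested. Single values were compared by an exact two-sided permutation test over all splits of the 9 libraries into 4 and 5, which can give no p below 0.00794. The distance between groups was tested the same way, one-sided.

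The groups, the tests, the gene sets and the rule for naming genes were chosen before the data were examined. That rule named the 2 loci the guides are directed at and 7 cell cycle genes. It then named genes past the threshold with a mean of at least 50 normalized counts and no overlap between groups, or, where fewer than 3 passed in a direction, the 3 with the smallest p. Up to 2 members of each set were added if they passed when adjusted over the list alone. A gene that this rule named is not reported here. Marker lists for 12 further classes were also written before the data: clock, sex-linked, red cell, hepatocyte, cholangiocyte, endothelial, Kupffer, B and plasma cell, T and NK cell, pericentral, periportal and immediate early genes. Another 5 lists were written after the table had been seen and before they were tested. These were male-biased, female-biased and fasting-induced liver genes, and clock genes that peak with Bmal1 or with Dbp.

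Alternatives were other pseudocounts (0.1 and 10), no filter or a minimum mean of 100, quantile normalization, rescaling to a common 75th percentile, robust eBayes, array weights, other set tests, and leaving out each library in turn. Count models were run on the recovered reads: edgeR 4.0.16 (quasi-likelihood, with TMM or RLE scaling) and DESeq2 1.42.0 (Wald test). For library H the value of 1 read was so near 1 that an automatic check could not separate it from rounding, so the count models were also run without that library. Adjusted p-values that DESeq2 left undefined, 1010 in number, were kept undefined. GC content and transcript length came from the longest transcript per gene of a mouse reference annotation, matched by gene identifier for 12556 of the genes tested, and were used only as gene properties. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

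The procedures were tested on simulated counts for the 12993 genes with the group sizes, depths and means of this comparison. Of 100 genes changed 2-fold, limma recovered 96%, and of 100 genes changed 1.5-fold it recovered 56%, with 7 unchanged genes among its 159 calls. The edgeR model recovered 96% and 57%, with 7 unchanged genes among 160 calls. The DESeq2 model recovered 97% and 72%, with 26 unchanged genes among 195 calls. These changed genes were drawn from those with a mean of at least 50 normalized counts. With 200 genes changed at once, the adjustment is less strict than where few genes change. The shares recovered therefore do not give the power of the real comparison, in which limma called 1 gene. A shift of -0.5 put into the interferon-stimulated set came back as -0.44, and no other set was called. Genes were drawn independently in these simulations, whereas the correlation between members of that set estimated from the data was 0.27. How often fry calls an unchanged set at such a correlation was therefore not tested. Reads are not identified by molecule, so precision from depth covers counting error only.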

Results

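Cyclin D1, encoded by Ccnd1, drives entry into the cell cycle by activating the kinases CDK4 and CDK6. To ask how its loss in hepatocytes affects the liver of aged mice, and inflammatory signalling in particular according to the series title, mice received AAV8 carrying saCas9 (a small Cas9 nuclease) under the TBG promoter, which is active in hepatocytes. The vector also carried a U6-driven guide RNA against Ccnd1 (sgCcnd1, n = 5) or against the Rosa26 locus, a site commonly used as a neutral cutting control (sgRosa26, n = 4). Bulk RNA-seq was done on the liver m-lobe. Because the whole lobe was sequenced, transcripts of non-hepatocyte cells were measured along with those of hepatocytes.

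Depth ranged from 10.8 to 20.2 M gene-assigned reads per library (M, mega). It was 15.4 ± 2.09 M in sgRosa26 (SD, n = 4) and 16.3 ± 3.50 M in sgCcnd1 (SD, n = 5), a difference within the spread between animals (exact permutation p = 0.667). By library, depth was 12.2 M reads in A, 16.4 in B, 16.6 in C, 16.2 in D, 20.2 in E, 18.1 in F, 16.7 in G, 15.5 in H and 10.8 in I. The 10 most abundant genes took 19.5% to 22.9% of reads, and 16407 to 17298 genes had reads. The share of the top 10 genes did not differ between groups (exact permutation p = 0.437). Pearson correlations over genes ranged from 0.975 to 0.987 within groups and from 0.974 to 0.989 between groups. Library pairs within groups differed by 14.1 to 46.5 chi-square units per degree of freedom, far above sampling noise, so all 9 were kept as separate samples.

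The labels do not state the sex of the mice. Y-linked transcripts were present in 8 libraries and close to absent in library H of the sgCcnd1 group. Ddx3y had 998 ± 99.6 normalized counts in the 8 libraries (SD, n = 8) and 2.00 in H. Eif2s3y, Kdm5d and Uty had 0 reads in H. Xist, which is transcribed from an inactive X chromosome, had 2.00 normalized counts in H and at most 3.92 in the others. Library H was kept, and results without it are given where they differ.

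**Figure D1:**
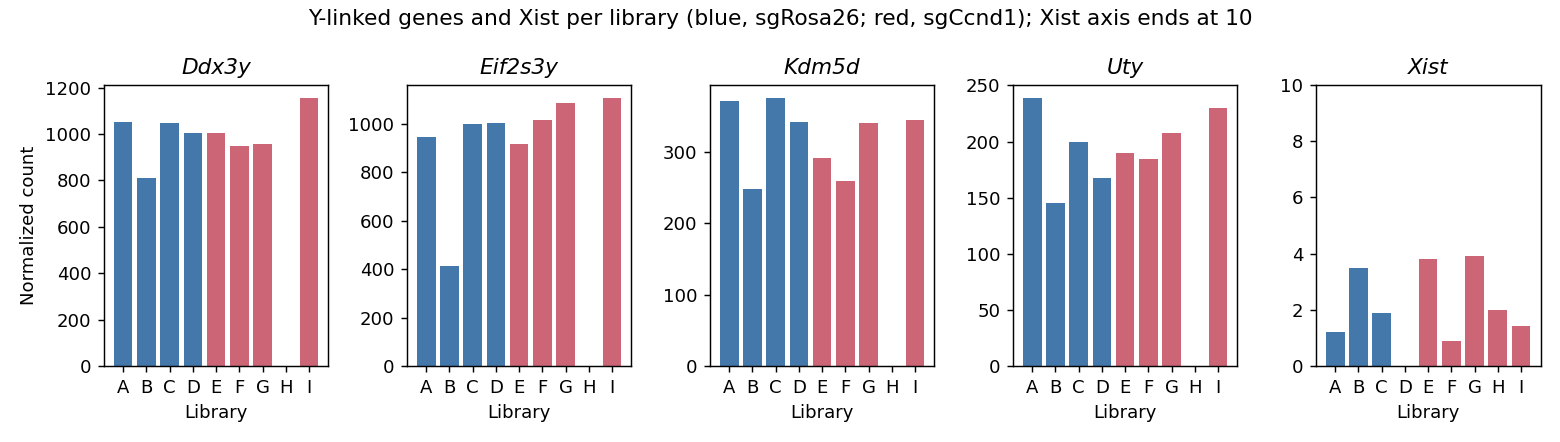
Normalized counts (vertical axes) of 4 Y-linked genes and of Xist in each library (horizontal axes, letters A to I), with sgRosa26 in blue and sgCcnd1 in red. Ddx3y stands at 810 or more in 8 libraries and at 2.00 in library H, and Xist is at or below 3.92 in all 9.

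The targeted gene was examined first. Ccnd1 (Entrez 12443) fell from 744 ± 110 normalized counts in sgRosa26 (SD, n = 4) to 362 ± 40.6 in sgCcnd1 (SD, n = 5), 48.6% of the control level. Its values were 684, 800, 625 and 867 in libraries A to D, and 428, 347, 370, 339 and 325 in libraries E to I. All 5 sgCcnd1 libraries thus lay below the lowest control. The log2 fold change was -1.03 with a standard error of 0.115 (limma adjusted p = 0.0116; exact permutation p = 0.00794, the smallest possible). The Rosa26 transcript Gt(ROSA)26Sor (Entrez 14910) was at 114 ± 29.5 and 116 ± 11.5 normalized counts, with no detectable difference (log2 fold change 0.06, limma adjusted p = 0.929). Ccnd1 had the smallest p in every limma alternative, and with edgeR and DESeq2 on all 9 libraries. Leaving out a library moved its log2 fold change between -1.11 and -0.96, and its limma adjusted p rose above 0.05 without B (0.0857), D (0.0558), F (0.0587), H (0.0612) or I (0.0626).

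**Figure D2:**
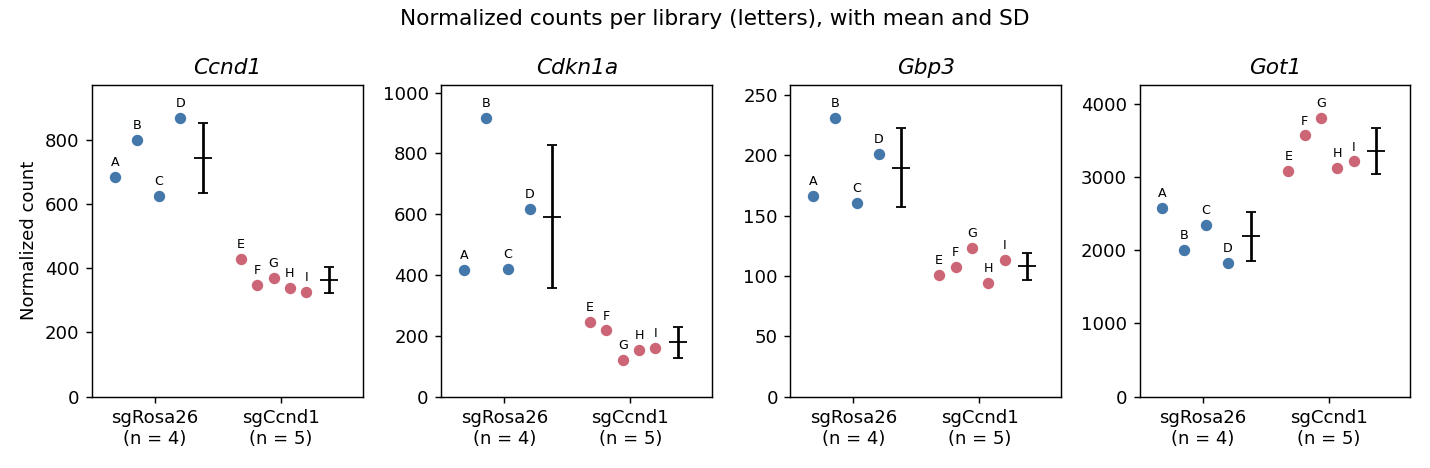
Normalized counts of Ccnd1, Cdkn1a, Gbp3 and Got1 (vertical axes, each starting at 0) in sgRosa26 (blue, n = 4) and sgCcnd1 (red, n = 5), where each point is a library and the bar beside the points gives mean and SD. The groups do not overlap for any of these 4 genes, but only Ccnd1 has a limma adjusted p under 0.05. DESeq2 on the recovered reads called all 4.

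Over the whole transcriptome the groups differed little. The mean distance between libraries of different groups was 1.07 times that within groups (exact one-sided permutation p = 0.0317). With a minimum mean of 100 normalized counts this ratio was 1.06 (exact permutation p = 0.0794), and without library H it was 1.04 (exact permutation p = 0.171). It also lost the threshold without A, B, F, G or I (exact permutation p from 0.0536 to 0.125). The first principal component held 24.6% of the variance and differed between groups (exact permutation p = 0.0159). The second, with 20.5%, did not (exact permutation p = 0.476).

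Of 12993 genes tested with limma, 0 were higher and 1, Ccnd1, was lower in sgCcnd1 at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 1424 genes, 678 higher and 746 lower, where chance would give 649.7. The groups did not overlap in 506 genes, 3.89% of those tested, against 1.59% by chance. The alternative that moved the count most was DESeq2 on the recovered reads, with 41 genes higher and 76 lower. The edgeR model called 0 higher and 1 lower with either scaling. All 117 genes called by DESeq2 had an unadjusted limma p under 0.05, and 96 of them did not overlap between groups.

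The genes with the smallest p after Ccnd1 did not pass the adjustment. Cdkn1a (Entrez 12575), which encodes the cell cycle inhibitor p21, fell from 592 ± 235 to 179 ± 51.2 normalized counts, a log2 fold change of -1.69 with a standard error of 0.25 (limma adjusted p = 0.113). It was below the lowest control in 5 of 5 sgCcnd1 libraries. Nfe2l2 (Entrez 18024) fell from 2189 ± 94.1 to 1607 ± 80.9 normalized counts, a log2 fold change of -0.45 (limma adjusted p = 0.135; 5 of 5 libraries below all controls). In the other direction, Got1 (Entrez 14718) rose from 2188 ± 334 to 3357 ± 312 normalized counts (log2 fold change 0.63, limma adjusted p = 0.159). Pcca rose by 0.38 and Pdk1 by 0.41 on the log2 scale, both with a limma adjusted p of 0.225, and for each of these 3 genes 5 of 5 sgCcnd1 libraries were above all controls. DESeq2 called all 5 of these genes.

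Other D-type cyclins and their partners showed no detectable change. The log2 fold change was -0.33 for Ccnd2 (limma adjusted p = 0.583), -0.13 for Ccnd3 (0.711), -0.09 for Cdk4 (0.769) and 0.02 for Cdk6 (0.985). Rb1 was at -0.05 (limma adjusted p = 0.926) and Cdkn1b at 0.11 (0.703). The signs for Cdk6 and Rb1 changed in some alternatives.

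**Figure D3:**
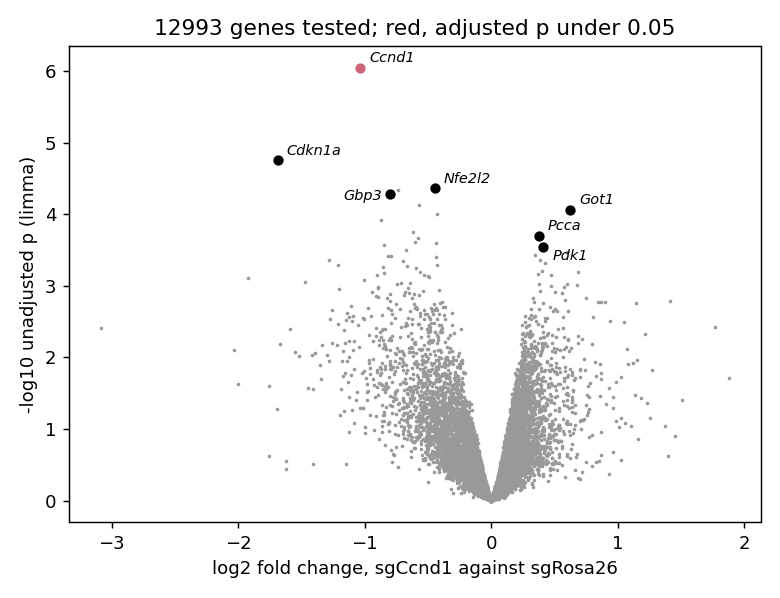
Log2 fold change between groups (horizontal axis) against the negative log10 of the unadjusted limma p (vertical axis) for the 12993 genes tested, each a grey point. Ccnd1, in red, is the only gene with a limma adjusted p under 0.05, and the genes in black did not pass in limma.

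The question in the series title was addressed with gene sets, of which 7 of 11 passed the adjustment in fry. Interferon-stimulated genes were lower by a mean log2 fold change of -0.48 (fry in limma, adjusted p = 0.0316), with 54 of 56 members lower and 5 of 5 sgCcnd1 libraries below all controls. Of its members, 30 passed in limma when adjusted over the list alone and 0 when adjusted over all genes. Inflammatory cytokines, chemokines and NF-kB targets were lower by -0.34, with 44 of 52 members lower and 3 of 5 libraries below all controls. Leukocyte markers were lower by -0.52 (46 of 50 members, 4 of 5 libraries) and MHC class II and co-stimulation genes by -0.77 (11 of 11 members, 4 of 5 libraries). Senescence and secretory genes were lower by -0.35 (35 of 41 members, 5 of 5 libraries) and p53 targets by -0.29 (24 of 36 members, 4 of 5 libraries). Gluconeogenesis genes were higher by 0.16 (14 of 18 members), with 4 of 5 libraries above all controls. The fry adjusted p was 0.0316 for each of these 7 sets. Some sets share genes, so their calls are not independent. Of the tested members, 15 of 41 senescence and 12 of 52 inflammatory genes are also in another of the 11 sets. When limma p-values were adjusted over the list alone, 7 inflammatory, 16 leukocyte, 9 MHC class II, 7 senescence, 6 p53 and 3 gluconeogenesis members passed. Of these, 0 passed over all genes in limma, whereas DESeq2 called some members of each of these sets over all genes.

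Extracellular matrix and stellate cell genes (-0.38, fry adjusted p = 0.141) and S, G2 and M phase genes (-0.10, 0.590) did not differ detectably between groups. The same held for lipogenesis and sterol synthesis (0.07, fry adjusted p = 0.751) and acute-phase proteins (0.05, 0.751). In these 4 sets 0 members passed when adjusted over the list alone.

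The set calls depended on the test and on single libraries. Camera with a preset correlation of 0.01 called 8 sets, the 7 that fry called and the extracellular matrix set, but with the correlation estimated from the data it called 0, with an adjusted p of 0.0814 for the interferon-stimulated set. The exact permutation test of per-animal means called 2 sets, the interferon-stimulated and the senescence set (adjusted p = 0.0437 for both). With fry, 0 sets passed without library B, F, G or H, 1 without C or I, 3 without A, 6 without D and 7 without E. The 6 without D included the extracellular matrix set (-0.53, adjusted p = 0.0445) but neither p53 targets nor gluconeogenesis.

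**Figure D4:**
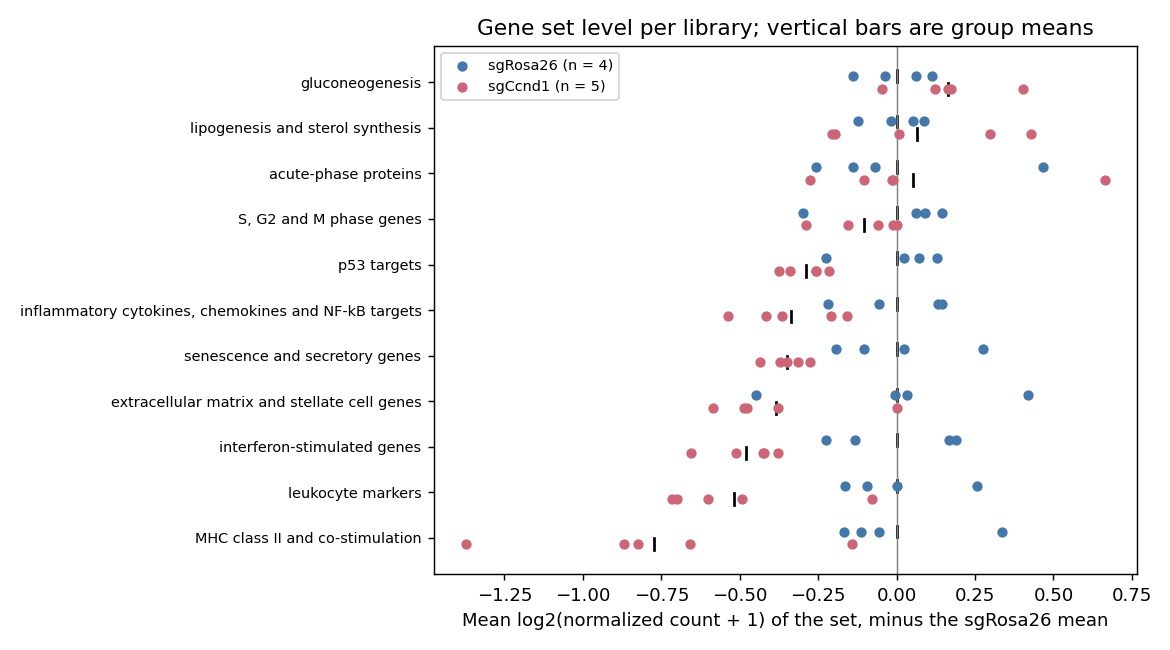
Mean log2(normalized count + 1) of each gene set (vertical axis) in each library, minus the sgRosa26 mean (horizontal axis), with sgRosa26 in blue (n = 4), sgCcnd1 in red (n = 5) and group means as vertical bars. All 5 sgCcnd1 libraries lie below the controls for interferon-stimulated and senescence genes, whereas one sgCcnd1 library lies among the controls for leukocyte and MHC class II genes.

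Single members with the smallest p in the sets changed as follows. Among interferon-stimulated genes, Gbp3 fell by 0.80 on the log2 scale, with a limma p of 0.00208 adjusted over the list alone. Among MHC class II genes, Cd74 fell from 1958 ± 313 to 1021 ± 381 normalized counts and H2-DMa from 94.4 ± 16.4 to 51.4 ± 14.3. The leukocyte markers Mpeg1 and Lyz2 fell by 0.62 and 0.44 on the log2 scale, and the chemokines Ccl6 and Cxcl16 by 0.60 and 0.49. In the p53 and senescence sets, Phlda3 fell by 1.21 and Axl by 0.41. Sds, in the gluconeogenesis set, rose by 0.52. None of these genes passed in limma when adjusted over all genes (limma adjusted p from 0.135 for Gbp3 to 0.266 for Axl). DESeq2 on the recovered reads called all of them but Axl (DESeq2 adjusted p = 0.119). Its adjusted p for the others ranged from 0.000191 for Gbp3 to 0.0394 for Sds.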

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

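The tests on depth and Xist in library H, on Eif2s3y in library B, on the label of library E and on the acute-phase genes of library G were chosen only after the result was seen. Of 88 groups of values examined for a sample far from the others, 11 had one, where chance gives about 4.4. Y-linked genes account for 5 of the 11.

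In sgCcnd1 library H, Ddx3y was at 2.00 normalized counts against 948 to 1154 in the other 4 libraries of the group. Eif2s3y was at 0 against 918 to 1106, Kdm5d at 0 against 260 to 345, and Uty at 0 against 184 to 230. Low depth is excluded, since 985 Ddx3y reads would be expected at this depth and 2 were seen. An animal with 2 X chromosomes is argued against by Xist, at 2.00 normalized counts against up to 3.92 in the other 8 libraries. An animal without a Y chromosome and with a female-type liver is also argued against. Female-biased minus male-biased liver genes stood at -5.69 (mean log2 level) in H, within the range of the others from -6.45 to -3.21. Of 5 female-biased genes 0 were above all other libraries, and of 14 male-biased genes 0 were below. Loss of the Y chromosome from only a part of the cells would leave reads from the rest. The 2 Ddx3y reads against 985 expected, and 0 for Eif2s3y, Kdm5d and Uty, argue against that. Loss of the Y chromosome from nearly all cells of a male animal stays open as a candidate explanation. The same contrast, at -2.48 from the highest of the other 8 libraries, gives it no support of its own, since nearly any library lies below the highest. A mouse from another source with a Y chromosome that lacks these genes was not tested. The group gives no reason for a difference in 1 of its 5 animals. Without H, 0 of the 11 gene sets passed and the limma adjusted p of Ccnd1 was 0.0612.

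In sgRosa26 library B, Eif2s3y was at 415 normalized counts against 944 to 1004 in the other controls. A share of cells without a Y chromosome would lower all Y-linked genes by one factor. The log2 ratio of Eif2s3y to the mean of the other 3 was 0.43 in B and between 1.06 and 1.51 in the other 7 libraries with Y-linked reads, which argues against that explanation for the whole drop. Ddx3y (810 normalized counts), Kdm5d (248) and Uty (145.5) were also lowest in B among these 8 libraries, so a common drop stays open for part of it. A sequence variant and reads shared with the X-linked copy were not tested. The 10 most abundant genes took 21.0% of reads in B against 22.2% to 22.5% in the other controls, a small difference for which no explanation was tested.

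In sgCcnd1 library E, Axl was at 419 normalized counts against 280 to 311 in the rest of the group, and Sds at 2245 against 3166 to 3483. Both values were nearer to those of the controls. A control library with the wrong label is argued against by Ccnd1, at 428 normalized counts in E and at 625 in the lowest control. Weaker editing in this animal was not tested, and Ccnd1 was higher in E than in the other 4 libraries of the group.

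In sgCcnd1 library G, the acute-phase score was 0.66 above the control mean (log2) against -0.28 to -0.01 in the rest of the group. A few genes of the set did not make this difference alone, since the median member was 0.72 higher than in the other sgCcnd1 libraries and 27 of 31 members were highest in G among the 5 libraries of the group. An acute-phase response in this animal may explain it and was not tested further.

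Library A had 12.2 M reads (M, mega) against 16.2 to 16.6 M in the other controls. Ccnd2 was at 102 normalized counts in library D against 160 to 170 in the other controls. No explanation was tested for either, technical or biological, and the number of such values outside the Y-linked genes is near that given by chance.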

How the results depend on the processing

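The count models without library H were chosen only after the data were seen. No paired analysis was possible because the columns carry no replicate number.

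Ccnd1 kept its direction in all 20 alternatives and its adjusted p under 0.05 in 15 of them, with adjusted p-values from 9.13e-12 to 0.0857. The others were 5 of the 9 fits that each left out a library, with log2 fold changes from -1.02 (without F) to -0.96 (without D). Over all 9 of these fits the log2 fold change of Ccnd1 ranged from -1.11 (without C) to -0.96. Fewer samples enter those fits.

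The number of genes lower in sgCcnd1, 1 by limma, was 2 with quantile normalization, 76 with DESeq2, 25 with DESeq2 without library H and 0 with edgeR without H. It was 0 to 2 in the fits that left out a library. The second gene, named after its values were seen, was Ly6e with quantile normalization, Adrb3 without E and Baiap2 without G. The number higher, 0 by limma, was 41 with DESeq2 and 16 with DESeq2 without H, and 0 in each fit that left out a library. Of the 41 genes that DESeq2 called without H, 36 were among its 117 calls with all libraries. The cause of the gap between DESeq2 and limma was not tested, but in simulated counts DESeq2 called 26 unchanged genes where limma called 7. Rescaling to the 75th percentile moved the unadjusted split to 464 higher and 953 lower, 67.3% lower against 52.4%, and a minimum mean of 100 to 586 higher and 351 lower.

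The distance ratio was 1.06 (exact permutation p = 0.0794) with a minimum mean of 100 and 1.04 to 1.09 in the fits that left out a library, past the threshold without C, D or E and not without A, B, F, G, H or I (exact permutation p from 0.0536 to 0.171). With that minimum, the inflammatory set was at -0.21 and the p53 set at -0.22, both no longer past the threshold (adjusted p = 0.107). The S, G2 and M phase set reversed to 0.14. The leukocyte set shrank from -0.52 to -0.31 but stayed past the threshold (fry adjusted p = 0.0228). Fewer genes enter these sets. With a pseudocount of 10 the leukocyte set was at -0.38 (fry adjusted p = 0.0327). With quantile normalization the gluconeogenesis set was at 0.099 (adjusted p = 0.105) and the lipogenesis set reversed to -0.0056. The cause was not tested.

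With the estimated correlation, camera left the values as they were and called no set: inflammatory -0.34, interferon-stimulated -0.48, leukocyte -0.52, MHC class II -0.77, senescence -0.35 and p53 -0.29 (adjusted p = 0.0814), and gluconeogenesis 0.16 (0.0884). Exact permutation lost the inflammatory (-0.34, adjusted p = 0.0728), leukocyte (-0.52, 0.0698), MHC class II (-0.77, 0.0655), p53 (-0.29, 0.0582) and gluconeogenesis (0.16, 0.186) sets. A set alone at the smallest p of that exact permutation test would reach only 0.0873 after adjustment, which limits what a loss under it shows. These tests allow for correlation between genes in another way than fry. Camera with the preset correlation added the extracellular matrix set (-0.38, adjusted p = 3.64e-10), which fry called only without library D (-0.53, adjusted p = 0.0445).

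Across the 9 fits that each left out a library, set values ranged from -0.41 to -0.29 for inflammatory, -0.55 to -0.42 for interferon-stimulated, -0.63 to -0.43 for leukocyte, -0.93 to -0.62 for MHC class II, -0.41 to -0.26 for senescence, -0.36 to -0.25 for p53, 0.10 to 0.22 for gluconeogenesis and -0.53 to -0.25 for extracellular matrix genes. None of these 8 changed sign. The interferon-stimulated set passed in 5 of the 9 fits, failing without B, F, G or H, and the leukocyte set in 3. The inflammatory, MHC class II, senescence and p53 sets each passed in 2 fits, and the gluconeogenesis and extracellular matrix sets each in 1. The acute-phase set reversed without D or G (-0.10 to 0.21) and the lipogenesis set without F (-0.024 to 0.13). The S, G2 and M phase set kept its sign (-0.20 to -0.055) and passed in none of these fits. It came nearest to the threshold without A (-0.20, fry adjusted p = 0.0549).

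Among genes with no detectable difference, Cdk6 reversed with rescaling to the 75th percentile (-0.017) and over the fits that left out a library (-0.16 to 0.12). Rb1 (-0.15 to 0.066) and Gt(ROSA)26Sor (-0.11 to 0.16) reversed in the latter only. Ccnd2 (-0.51 to -0.21), Ccnd3 (-0.24 to -0.030), Cdk4 (-0.14 to -0.021) and Cdkn1b (0.055 to 0.17) varied in size over the fits that left out a library. They kept their sign and did not pass the threshold. Of 456 values of single genes other than Ccnd1, 434 kept direction and side of the threshold, 15 passed it, all with DESeq2, and 7 reversed.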

Other observations

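The comparison of T and NK cell with endothelial markers and the clock covariate tests of the p53 and gluconeogenesis sets were chosen only after the result was seen. The 5 lists for clock phase, fasting and sex bias were written after the table had been seen. Other splits of the 9 libraries into 4 and 5 were used to gauge the group difference, with 100 splits in all, the real one included. As many genes at an adjusted p under 0.05 were found in 9 of the 100 splits, and as many at an unadjusted p under 0.05 in 8, with up to 2055 in another split. The number of single genes is therefore no larger than other arrangements of these animals can give. As many gene sets as in the real split, 7, were found in 2 of the 100. The other of these kept libraries F to I together and placed E with the controls.

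Lower interferon-stimulated genes may have several sources. Bias from GC content or transcript length is argued against, since after correction for both the set stood at -0.48 (fry adjusted p = 0.0295), with values for 100% of its members. That correction called 3 genes, Ccnd1, Cdkn1a and Plxna2, the last named after its values were seen. A lower share of leukocytes cannot be told apart from the guide: with the leukocyte score as a covariate the set was at -0.34 and not past 0.05 unadjusted in fry, and 9 libraries are too few to separate a score that differs between groups. A difference in harvest time stays open in the same way. Clock genes that peak with Bmal1, minus those that peak with Dbp, differed between groups by -1.03 (log2, exact permutation p = 0.0238, not adjusted), and with this contrast as a covariate the set was at -0.31 and not past 0.05 unadjusted in fry. Loss of Ccnd1 in hepatocytes remains an open explanation and was not tested apart from these.

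Lower leukocyte markers could come from a higher share of hepatocytes, which would lower the markers of all other cells alike. T and NK cell markers fell more than endothelial markers, by a difference of -1.07 (log2, exact permutation p = 0.0397, not adjusted), which argues against that explanation. Fewer T and NK cells in the lobe stay open as a hypothesis. Their list alone had an exact permutation p of 0.0556, not adjusted. A fall in other leukocytes is not excluded, since Mpeg1 and Lyz2 had the smallest p in the leukocyte set. Library E kept a leukocyte score of -0.08, among the controls, while its interferon-stimulated score of -0.43 was below all 4 of them.

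Of the 12 marker lists written before the data, 0 passed after adjustment (smallest adjusted exact permutation p = 0.214), and 2, clock and immediate early genes, were under 0.05 unadjusted. A list that changed alone could not have passed, since the smallest p of the exact permutation test becomes 0.0952 after adjustment over 12 lists, so this does not show that no class changed. The differences (log2) were -1.17 for T and NK cell, -0.39 for B and plasma cell, -0.12 for Kupffer cell, -0.10 for endothelial, -0.15 for cholangiocyte, 0.08 for hepatocyte, -0.12 for pericentral, 0.21 for periportal, -0.37 for immediate early, 0.17 for clock, 0.04 for red cell and -1.60 for sex-linked genes, the last set by library H. Of the tested members, 6 of 9 T and NK, 6 of 11 B cell and 6 of 9 Kupffer genes are also in one of the gene sets. The later lists differed by 0.20 for male-biased, 0.22 for female-biased, -0.41 for Bmal1-phase and 0.63 for Dbp-phase genes.

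With the clock contrast as a covariate the log2 fold change of Cdkn1a was -1.06, still past 0.05 unadjusted in limma. That contrast itself differed between groups, and 9 libraries are too few to separate it from the guide. A part played by clock phase in lower Cdkn1a is therefore not excluded. Lower p53 targets do not rest on a few genes alone: without Cdkn1a and Phlda3 the set was at -0.22, still past 0.05 unadjusted in fry. The set as a whole was at -0.18 with the clock contrast as a covariate and at -0.12 with the leukocyte score, in neither case past 0.05 unadjusted in fry, nor was Phlda3 with the clock contrast in limma. A difference in harvest time therefore cannot be told apart from the guide for the set, since 9 libraries are too few to separate them. A lower p53 response in sgCcnd1 livers is no more than a hypothesis, and a different response to cutting at the Rosa26 and Ccnd1 loci was not tested.

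Higher gluconeogenesis genes might reflect a longer fast before harvest. The fasting-induced list was higher by 0.32 (log2, exact permutation p = 0.254), within the spread between animals, so this cannot be told apart with 9 libraries. A difference in harvest time stays open as well. With the clock contrast as a covariate the set fell from 0.16 to 0.018, and with the leukocyte score to 0.033, in neither case past 0.05 unadjusted in fry. None of the 11 sets was past 0.05 unadjusted with the clock contrast, and none of the 10 sets other than the leukocyte set, from which the score is made, with the leukocyte score.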
